A study of Mus musculus with 6 samples. Its data were reported in "Regulation of cleavage embryo genes upon DRP1 inhibition in mouse embryonic stem cells" (2023).

How the data were processed

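Mouse embryonic stem cells (ESCs) of the line AB2.2 were cultured on growth-arrested embryonic fibroblast feeders in serum-free medium with kinase inhibitors and LIF. Cells of the treated group received 50 µM Mdivi-1 for 24 h. Mdivi-1 is a small molecule sold as an inhibitor of DRP1, the GTPase that divides mitochondria and that is encoded by Dnm1l. The labels put 3 libraries in the control group and 3 in the Mdivi-1 group. They do not state whether the controls received the solvent of Mdivi-1 (DMSO), nor whether the libraries of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical. No sort that would remove feeder cells was described. The other assays of the study were not analysed here.

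According to its methods, RNA was prepared with TRIzol and a TruSeq RNA kit and sequenced from both ends. The authors trimmed reads with cutadapt 1.16, aligned them to the mouse genome (mm10) with STAR and counted them in exons of the GENCODE M23 annotation with the gene counting option of STAR. That option takes uniquely mapped reads, so genes with near-identical copies lose reads and a read may be placed on a neighbouring copy. Whether counting used the strand of the reads is not given in the sources used here. The deposited table held raw counts for 55335 Ensembl genes and 1153 repeat families. How the authors counted reads in repeat families is not given in the sources used here. Beside the counts, the authors deposited a normalized signal (the counts divided by DESeq2 size factors, 1 constant ratio per library), the mean of that signal, log2 fold changes with their standard errors, a Wald score, and p-values, raw and adjusted over genes and repeat families together. Of the gene identifiers, 55154 were named through the GENCODE M21 gene names. Coordinates are those of GENCODE M21 on the same assembly (GRCm38), 1-based. Where several identifiers shared a symbol, the identifier with the most counts kept it.

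Total counts were between 19081419 and 22210039 per library. Counts as deposited were analysed in R 4.3.3. Features were kept with the default filter of edgeR 4.0.16 (filterByExpr), which left 18039 genes and 854 repeat families, and were scaled with TMM factors. Mdivi-1-treated and control ESCs were compared with the edgeR quasi-likelihood F-test (robust fit, no covariates), and p-values were adjusted by the Benjamini-Hochberg method over genes and, separately, over repeat families. A gene was called upregulated or downregulated at an adjusted p under 0.05 and a change of more than 2-fold, the thresholds of the study. Members of a list were counted at an adjusted p under 0.05 without the fold threshold. Standard errors (SE) of log2 fold changes are those implied by the F statistic. Levels are given in CPM (counts scaled to a common library size) after TMM scaling, as mean ± SD. On simulated counts for 18893 features in 3 libraries per group, with 200 features changed, the test recovered 34% of 2-fold and 92% of 4-fold changes among features with a mean count of at least 50, and 8.03% of its calls were false. Of 200 random lists, 3 had a camera p under 0.05 in that simulation. Its features were drawn independently, so these rates do not cover genes that move together, as those of a list may.

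Before the data were examined, 38 gene lists were fixed: 2C genes (the list of the study, and a core list of genes of the cleavage embryo), pluripotency and primed pluripotency, glycolysis, gluconeogenesis, the TCA cycle, HIF targets (all, and those outside glycolysis), p53 targets, the integrated stress response, the unfolded protein response, heat shock, mitochondrial chaperones, mitochondrial fission and fusion, mitochondrially encoded and nuclear-encoded respiratory chain genes, NRF2 and aryl hydrocarbon receptor targets, cholesterol and fatty acid synthesis, lysosome and autophagy, S phase, G2 and M phase, immediate early genes, ERK feedback genes, Wnt targets, germline genes, histones, ribosomal proteins, and markers of germ layers, primitive endoderm, trophoblast, fibroblasts, macrophages, endothelium, interferon response and inflammation. How the study chose its 2C list is not stated, so that list may not be independent of these samples. The core 2C list was written after the study's report of higher 2C genes in these cells had been read. The p53, glycolysis, gluconeogenesis and macrophage lists were written after the study's enrichment terms for these samples had been read. Lists were tested with camera of limma 3.58.1 with a preset inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over the lists, and also with a correlation estimated from the residuals and with fry. Overlaps of calls with a list were tested with Fisher's exact test (two-sided) against the genes tested.

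The genes named in the text followed a rule fixed with the lists: the 10 calls with the largest positive and the 10 with the largest negative log2 fold change at a mean of at least 50 counts and with no overlap between the groups (symbols beginning with Gm and digits or ending in Rik left out), genes that the text of the study names, up to 6 members per list with the smallest p (and the members of highest level of a list weighed as another cell type), and every called member of the 2C, pluripotency, glycolysis and gluconeogenesis lists. The analysis was repeated with DESeq2 size factors, library totals alone, and library sizes without mitochondrial and the 10 most abundant genes. Other repeats used no filter, a filter of at least 50 counts in 3 libraries, DESeq2 1.42.0, limma-voom, other fold thresholds and a replicate block. Further ones used protein-coding genes without Gm and Rik symbols, or removed the markers of other cell types. Each library, and each pair of a control and a Mdivi-1 library, was also left out. A covariate that separates the 3 libraries with the highest share of mitochondrially encoded counts from the rest, and other adjustments of repeat families, were added after the libraries had been seen.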

Results

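The data were RNA-seq counts of mouse ESCs cultured for 24 h with 50 µM Mdivi-1 and of control ESCs, with 3 libraries in each group. The control libraries held 21713915, 21773015 and 20986632 counts and the Mdivi-1 libraries 21347184, 22210039 and 19081419. Between 25593 and 27122 genes had at least 1 count in a library. The first principal component of log2 CPM, with 49.8% of the variance, separated the treated from the control libraries, and the second, with 29.4%, separated libraries within each group. The Mdivi-1 replicates 1 and 2 were the closest pair (Spearman rho 0.996 over genes), with a chi-square per degree of freedom of 3.63, against 22.6 to 141 in the other pairs within a group. Their counts are not the same reads deposited again, but whether they came from separate cultures is not known, and they were counted as separate samples because the labels list them so.

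The libraries also differed in ways that crossed the groups. Transcripts of the mitochondrial genome took 5.75% of gene counts in control replicate 1, 5.26% in Mdivi-1 replicate 1 and 4.76% in Mdivi-1 replicate 2, but 0.983% in control replicate 2, 1.21% in control replicate 3 and 2.92% in Mdivi-1 replicate 3. The former 3 libraries are called the higher-share set here and the latter 3 the lower-share set. Transcripts of ribosomal proteins took 4.41% to 4.54% of gene counts in the higher-share set and 7.07% to 7.88% in the lower-share set. Each set holds libraries of both groups, so that differences of means within each set are given beside the main values. The treated side of the lower-share set is Mdivi-1 replicate 3 alone, and the control side of the higher-share set is control replicate 1 alone. These sets were defined after the libraries had been seen and are not groups of the study.

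**Figure D1:**
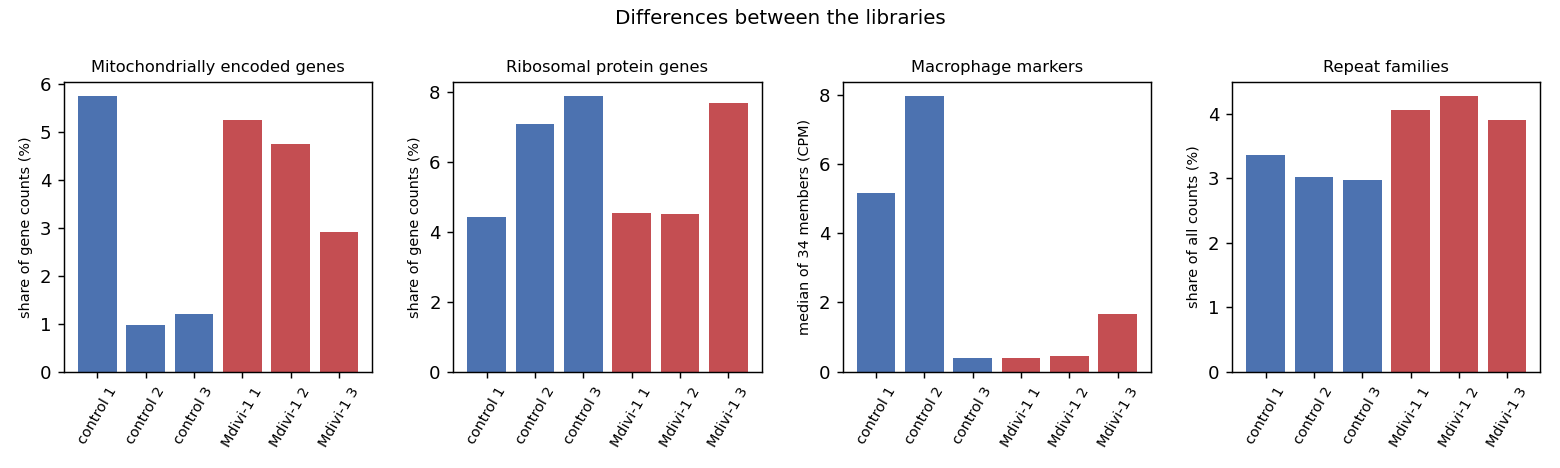
Bars give, for each of the 6 libraries (blue, control; red, Mdivi-1), the share of gene counts from mitochondrially encoded genes and from ribosomal protein genes (%), the median level of the 34 tested macrophage markers (CPM), and the share of all counts in repeat families (%). The mitochondrial share is highest in control replicate 1 and Mdivi-1 replicates 1 and 2, the macrophage markers are highest in control replicates 1 and 2, and the repeat share is higher in each Mdivi-1 library than in each control library.

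The comparison of the groups asked how the ESC transcriptome changes with Mdivi-1, which the study used to inhibit DRP1. The study states that ESCs died gradually at this dose beyond 24 h. Effects of DRP1 inhibition and other effects of the compound cannot be told apart in this design. In Mdivi-1-treated ESCs 20 of 30 tested core 2C genes and 26 of 43 p53 targets were higher than in the control group. Of 28 glycolysis genes 19 were lower, as were 12 of 24 targets of the hypoxia-inducible factors (HIF) outside glycolysis and 8 of 35 pluripotency genes. None of these lists passed with an estimated correlation (adjusted p = 0.158 or more). In total, 808 genes were upregulated and 352 downregulated (edgeR, adjusted p under 0.05 and more than 2-fold, n = 3 libraries per group, 18039 genes tested). Without the fold threshold 1010 genes were higher and 591 lower. The 3 treated and the 3 control values did not overlap for 29.4% of the tested genes, where chance gives 10% on average and genes are not independent.

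Among the upregulated genes with a mean of at least 50 counts and no overlap between the groups, the largest change was that of Krt15, an epithelial keratin, with a log2 fold change of 5.05 ± 0.51 (SE, adjusted p = 0.00203). The carboxypeptidase gene Cpz (chromosome 5, 35502218 to 35525698) rose from 1.34 ± 0.166 to 25.7 ± 3.38 CPM (SD, n = 3). Both receptors for leukotriene B4 were in this group, Ltb4r1 with a log2 fold change of 4.28 and Ltb4r2 with 3.88. So was Alox5, which encodes the enzyme that starts leukotriene synthesis, at 3.99 ± 0.32. The others were Arhgef33 (4.29), Neurod1 (4.21), Apol8 (4.08), Dusp13 (3.93) and Casp14 (3.89). Ltb4r1 and Ltb4r2 are neighbouring genes, so that reads may not be fully separated between them.

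Among the downregulated genes, Aire, the regulator of self-antigen expression in the thymus, had the largest change and fell by 4.05 ± 0.35 on the log2 scale, from 27.5 ± 2.35 to 1.66 ± 0.851 CPM (SD, n = 3). Of these 10 genes Aldoc, Bnip3 and Ndrg1 are on the list of targets of the hypoxia-inducible factors. Aldoc, a glycolytic aldolase, had a log2 fold change of -3.89 ± 0.29, Bnip3, a mitophagy receptor, -3.49 ± 0.45, Ndrg1 -3.27 ± 0.17 and Ndufa4l2 -3.26 ± 0.45. Ndrg1 (chromosome 15, 66929318 to 66969640) went from 101.0 ± 8.30 to 10.5 ± 1.34 CPM (adjusted p = 0.000498). The remaining genes of this rule were H2-Q7 (-3.90), Nxph4 (-3.47), A2m (-3.45), Igfbp4 (-3.43) and Cacna1h (-3.42). Of these 20 genes, Casp14 was the exception that missed the threshold when 1 library was left out (adjusted p = 0.0551 without control replicate 2).

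The number of called genes depended on single libraries. It was 582 without control replicate 2, 590 without Mdivi-1 replicate 1 and 558 without Mdivi-1 replicate 2, and the number of downregulated genes was 652 without control replicate 1. Of 134 genes past the threshold that the naming rule or the lists brought up, 65 stayed past it whichever library was left out. With the set of libraries as a covariate, 1553 genes were called, 1099 of the 1160 among them.

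2C genes are transcribed in the embryo at the 2-cell stage and in a small, changing part of ESCs in culture. Of the 30 tested genes of the core 2C list, 20 rose in Mdivi-1-treated ESCs, with a median log2 fold change of 2.10 (25 up and 1 down when adjusted over the list alone). Of these 20, 18 are Zscan4 or Usp17l members or unnamed genes with Gm symbols, all counted here as multicopy. The list holds 57 genes, and without the filter on low counts 48 were tested and 21 rose (median 1.88). The list as a whole was higher by camera (adjusted p = 4.97e-15), and its adjusted p = 0.284 with an estimated correlation. The study's text, read before the lists were written, reports higher 2C genes such as Zscan4 in these cells. The direction of the core list is therefore not independent evidence. The median was 1.43 in the lower-share set and 2.19 in the higher-share set. The genes of the Zscan4 cluster on chromosome 7, which encode zinc finger proteins of the 2-cell embryo, were near the floor in controls. Zscan4d (11161374 to 11166159) went from 1.78 ± 0.270 to 9.06 ± 3.61 CPM (log2 fold change 2.35 ± 0.36, adjusted p = 0.00764) and Zscan4f from 2.40 ± 1.46 to 16.2 ± 7.67 CPM (2.76 ± 0.53, adjusted p = 0.0187). Zscan4a, Zscan4c and Zscan4e rose by 2.60, 2.39 and 2.84 on the log2 scale. Zscan4b had a value of 2.75 ± 0.71 and missed the threshold of edgeR (adjusted p = 0.0529), but passed DESeq2 (0.000571) and edgeR with the set of libraries as a covariate (0.00121) or without control replicate 1 (0.0305) or Mdivi-1 replicate 3. In every one of these genes Mdivi-1 replicate 3 was lower than replicates 1 and 2, for example 141 counts of Zscan4c against 530 and 650.

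Duxf3 (chromosome 10, 58229979 to 58232675), a copy of the Dux gene whose product activates 2C genes, rose by 2.04 ± 0.41 on the log2 scale (adjusted p = 0.0223), from 4 to 8 counts in the control libraries to 17 to 28 in the treated. Usp17le, a deubiquitinase gene, had a value of 2.80 ± 0.28, and Usp17la, Usp17lb, Usp17lc and Usp17ld had values between 1.91 and 2.31. Tmem92 rose by 2.19 ± 0.42. The pseudogenes Zscan4-ps1, Zscan4-ps2 and Zscan4-ps3 and the unnamed genes Gm12794, Gm13119, Gm2016, Gm5662 and Gm8300 made up the rest. Zfp352 was below the filter, with 6, 2 and 7 counts in the control and 20, 16 and 6 in the treated libraries. The Zscan4, Usp17l, Dux and several Gm genes have near-identical copies, and Zscan4a is annotated as a pseudogene here, so the split of reads between members of a family is uncertain. The number of core genes that rose was 8 without control replicate 2 and 10 without Mdivi-1 replicate 1 or Mdivi-1 replicate 2. Without any of those libraries Zscan4a, Zscan4c, Zscan4e, Zscan4f, Zscan4-ps1, Zscan4-ps2, Usp17lc, Usp17ld, Duxf3 and Tmem92 missed the threshold (adjusted p up to 0.187). Zscan4c, Zscan4f, Zscan4-ps1, Usp17lc and Duxf3 also missed it without control replicate 3, Usp17lc without control replicate 1, Duxf3 without Mdivi-1 replicate 3, and Zscan4d (0.0544) and Gm13119 (0.0676) without control replicate 2.

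Of the 74 tested genes on the 2C list of the study, which may not be independent of these samples because how the study chose it is not stated, 12 rose and 2 fell (19 and 3 when adjusted over the list alone), with a median log2 fold change of 0.30. All of these were also past 2-fold. Upregulated genes were overrepresented on it (odds ratio 4.17, 95% confidence interval 2.04 to 7.86, Fisher's exact test, two-sided, p = 0.000102). The camera test gave an adjusted p = 0.000199, and an adjusted p = 0.158 with an estimated correlation. Beside members of the core list, those that rose were Ddit4l (2.67 ± 0.17), Sord, which encodes sorbitol dehydrogenase (1.64 ± 0.19), and the cell death gene Pmaip1 (1.52 ± 0.23), which is also a p53 target. Igfbp2 and P4ha2 fell by 1.27 and 1.34 on the log2 scale. The number that rose was 6 without control replicate 2 and 22 without Mdivi-1 replicate 3, with odds ratios of 3.69 and 10.07. Pmaip1 missed the threshold without control replicate 2 (adjusted p = 0.0564), and Igfbp2 and P4ha2 did so without control replicate 2, Mdivi-1 replicate 1 or Mdivi-1 replicate 2 (adjusted p up to 0.112), Igfbp2 also without control replicate 3. The median was 0.18 in the lower-share set and 0.31 in the higher-share set.

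The core factors Nanog and Sox2 passed neither edgeR nor DESeq2, and Pou5f1 did not pass edgeR with all libraries. Nanog had a log2 fold change of -0.07 ± 0.21 (adjusted p = 0.887), Sox2 of -0.07 ± 0.16 (adjusted p = 0.833) and Pou5f1, which encodes OCT4, of -0.72 ± 0.23 (adjusted p = 0.104). Pou5f1 was lower by DESeq2 (adjusted p = 0.0311), with the set of libraries as a covariate (0.0125) and without control replicate 1 (log2 fold change -0.95, adjusted p = 0.0120). Of the 35 genes on the pluripotency list, 8 fell (9 when adjusted over the list alone), 5 of them more than 2-fold, and the median log2 fold change was -0.31 (camera adjusted p = 0.000381). The adjusted p = 0.299 with an estimated correlation. The RNA-binding protein gene Lin28a fell most, by 2.07 ± 0.20 on the log2 scale (to 17.2 ± 3.11 CPM with Mdivi-1, adjusted p = 0.00189). Tdgf1, a co-receptor of Nodal, fell by 1.30 ± 0.15, and Tcl1, Nr0b1 and Utf1 fell by 1.08, 1.22 and 1.55. Klf2 and Prdm14 fell by less than 2-fold (-0.84 and -0.96). The primed pluripotency list, with genes of the epiblast after implantation, had 5 of 16 members lower (8 lower and 1 higher when adjusted over the list alone), a median of -0.76 and an adjusted p = 4.89e-05, with an adjusted p = 0.158 with an estimated correlation. Its members Pou3f1, Fgf15, Foxd3 and Zic2 fell by 1.73, 2.55, 1.14 and 1.02 on the log2 scale. Within the lower-share and higher-share sets the pluripotency median was -0.41 and -0.30, and the primed median -0.59 and -0.81. The numbers of lower members were 3 and 1 without Mdivi-1 replicate 1 and likewise without Mdivi-1 replicate 2. The primed count was also 3 without control replicate 2, and the pluripotency count was 5 without that library and 5 without Mdivi-1 replicate 3. Lin28a, Tdgf1, Tcl1 and Pou3f1 passed whichever library was left out, while Nr0b1, Utf1, Klf2, Prdm14, Fgf15, Foxd3 and Zic2 did not (adjusted p up to 0.142), each of them missing the threshold without Mdivi-1 replicate 1 or Mdivi-1 replicate 2.

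**Figure D2:**
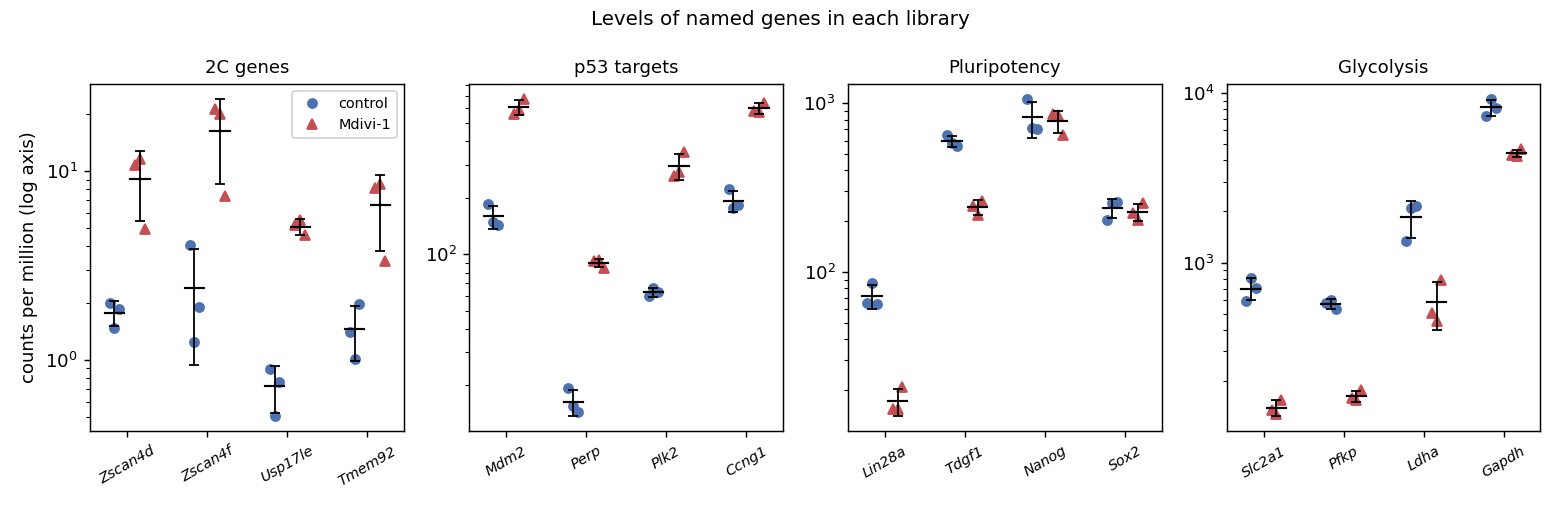
Points give CPM on a log axis in each library for 4 genes each of the 2C, p53, pluripotency and glycolysis lists (circles, 3 control libraries; triangles, 3 Mdivi-1 libraries), with the mean and SD in black. The treated libraries lie above the controls for the 2C genes and p53 targets and below them for Lin28a, Tdgf1 and the glycolysis genes, while the groups overlap for Nanog and Sox2.

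The study's text names glycolysis and p53 among the terms enriched in these samples and was read before the lists were written, so the direction of these lists is not independent evidence. Of 28 genes on the glycolysis list, 19 fell (21 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -1.25 (camera adjusted p = 2.66e-13). The adjusted p = 0.290 with an estimated correlation. The glucose transporter gene Slc2a1 (chromosome 4, 119108711 to 119137983) went from 702 ± 105 to 140 ± 14.3 CPM (log2 fold change -2.33 ± 0.17, adjusted p = 0.00107). Pfkp, a phosphofructokinase subunit of the committed step, fell by 1.81 ± 0.14, and the lactate transporter Slc16a3 by 3.17 ± 0.65. Hk2, Tpi1, Aldoa, Eno1, Pgk1, Pkm and Ldha, which cover the path from glucose to lactate, had log2 fold changes between -1.97 and -1.21. Gapdh, often used as a reference gene, went from 8214 ± 905 to 4414 ± 216 CPM (-0.90 ± 0.17, adjusted p = 0.0160). Pfkl (-1.81), Pfkfb3 (-1.53), Pgm1 (-1.47), Eno1b (-1.42) and Slc2a3 (-1.15) fell as well. The median was -1.10 in the lower-share set and -1.06 in the higher-share set. The number of lower members was 10 without control replicate 2, 10 without Mdivi-1 replicate 1 and 11 without Mdivi-1 replicate 2. Of the glycolysis genes named, Slc2a1, Aldoc, Pfkp, Pfkfb3, Pgm1, Tpi1, Hk2, Aldoa and Pkm passed the threshold whichever library was left out.

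The gluconeogenesis list had 5 tested members and did not pass as a group (camera adjusted p = 0.459). Its gene Fbp1, which encodes fructose bisphosphatase, rose by 1.34 ± 0.23 (adjusted p = 0.0121), but missed the threshold without control replicate 2, Mdivi-1 replicate 1 or Mdivi-1 replicate 2 (adjusted p up to 0.0699). When adjusted over the list alone 1 member was higher and 1 lower. Pck2, the mitochondrial phosphoenolpyruvate carboxykinase, had a value of -1.06 ± 0.27 and missed the threshold of edgeR (adjusted p = 0.0530), but was lower by DESeq2 (0.00367), with the set of libraries as a covariate (0.00428) and without control replicate 1 (0.00615). None of the 24 genes of the TCA cycle and pyruvate dehydrogenase passed edgeR, nor when adjusted over the list alone. At an unadjusted p under 0.05, 5 were lower, and DESeq2 called 2 and limma-voom 0, while edgeR without control replicate 1 called 2. Their median was -0.22 (camera adjusted p = 0.0116, and adjusted p = 0.472 with an estimated correlation; 0.0575 without control replicate 3). The 77 nuclear genes of the respiratory chain had a median of -0.15 (camera adjusted p = 0.0609). That median depended on single libraries: it was -0.41 without control replicate 1 (adjusted p = 7.47e-06, 7 lower and 1 higher), -0.46 without Mdivi-1 replicate 3 (1.59e-05), 0.01 without control replicate 3, and -0.05 and -0.06 without Mdivi-1 replicates 1 and 2.

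Of 39 HIF targets 26 fell (29 lower and 1 higher when adjusted over the list alone), with a median of -1.39 (camera adjusted p = 1.84e-19, and adjusted p = 0.180 with an estimated correlation). Of the 24 outside glycolysis 12 fell (15 when adjusted over the list alone), with a median of -1.15 (adjusted p = 1.31e-10, and adjusted p = 0.222 with an estimated correlation). Beside Ndrg1 and Bnip3, Egln1, the oxygen sensor that marks HIF for degradation, fell by 1.79 ± 0.22, the oxidase gene Ero1l by 1.31, Bnip3l by 0.89 and the vasodilator peptide gene Adm by 1.79 on the log2 scale. The median of these 24 was -0.84 in the lower-share set and -1.09 in the higher-share set. The number that fell was 4 without Mdivi-1 replicate 1, 5 without Mdivi-1 replicate 2 and 7 without control replicate 2. For all 39 targets it was 14 without Mdivi-1 replicate 1, 15 without Mdivi-1 replicate 2 and 17 without control replicate 2. Bnip3l missed the threshold without Mdivi-1 replicate 1 or Mdivi-1 replicate 2 (adjusted p up to 0.0692) and Adm without Mdivi-1 replicate 1 (0.0581).

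Of the 43 genes on the p53 list, which like the glycolysis list is not independent evidence, 26 rose and 2 fell (27 and 2 when adjusted over the list alone), with a median log2 fold change of 1.04 (camera adjusted p = 9.69e-18). The adjusted p = 0.158 with an estimated correlation. Mdm2, the ubiquitin ligase that limits p53, had a log2 fold change of 1.93 ± 0.17 (adjusted p = 0.00150). The cell death gene Perp rose from 16.4 ± 2.59 CPM in controls (2.45 ± 0.17), and Plk2, Ephx1, Zfp365 and the cyclin Ccng1 rose by 2.24, 1.91, 2.60 and 1.63. These 6 genes passed the threshold whichever library was left out. The median was 1.02 in the lower-share set and 1.05 in the higher-share set. The number that rose was between 18, without control replicate 2, and 26. Targets that fell included Ccnd1, a cyclin that is also on the ERK and Wnt lists (-0.65 ± 0.16), which missed the threshold without control replicate 2 or any Mdivi-1 library (adjusted p up to 0.176).

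**Figure D3:**
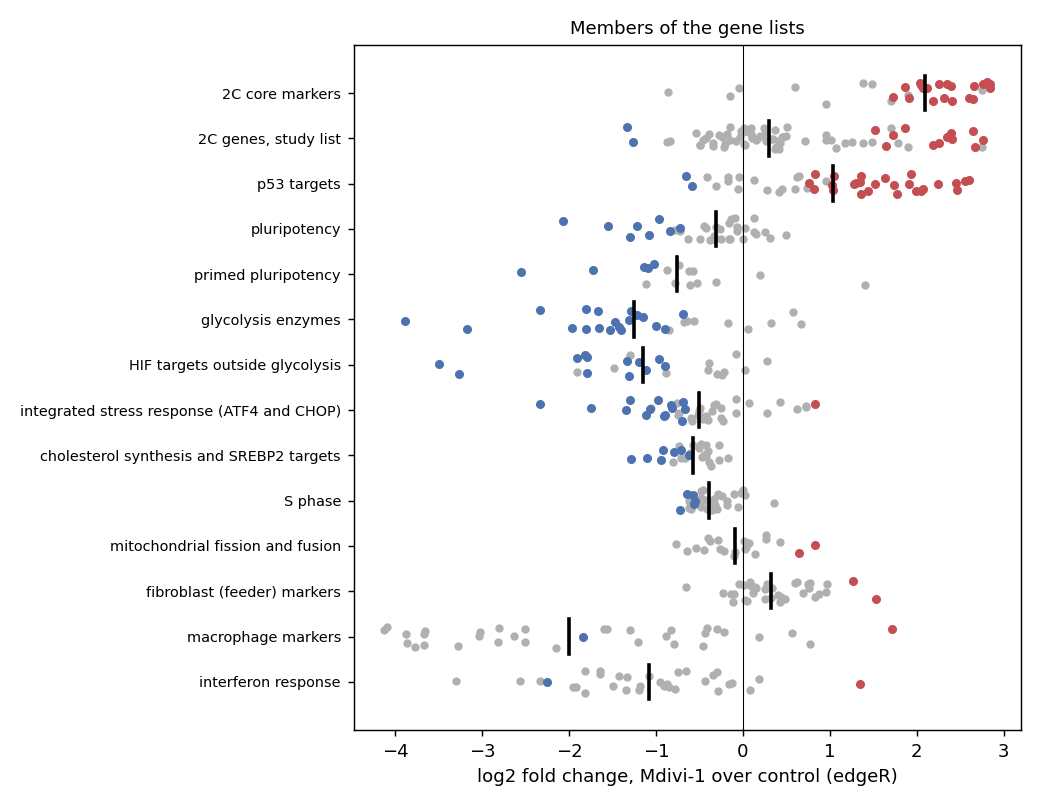
Each point is a tested gene of a list, with its log2 fold change (Mdivi-1 over control, edgeR) on the horizontal axis. Red and blue points are higher and lower at an adjusted p under 0.05, grey points did not pass, and the black bar is the median of the list. The 2C core (median 2.10) and p53 (1.04) lists lie to the right, and the glycolysis (-1.25) and HIF (-1.15) lists to the left.

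Dnm1l (chromosome 16, 16312230 to 16358959), whose protein is the stated target of Mdivi-1, was at 91.6 ± 32.5 CPM in control and 95.8 ± 5.57 CPM in Mdivi-1-treated ESCs (SD, n = 3), with a log2 fold change of 0.07 ± 0.24 (adjusted p = 0.903). Because the compound is directed at the protein, the mRNA is not a check of the treatment. The DRP1 receptors Mff (0.27 ± 0.16, adjusted p = 0.375) and Fis1 (-0.45 ± 0.29, adjusted p = 0.392) did not pass the test either. Of the 21 tested genes for mitochondrial fission and fusion, 2 rose (2 when adjusted over the list alone) and the list did not pass (camera adjusted p = 0.769). They were March5, a ubiquitin ligase of the outer mitochondrial membrane (0.64 ± 0.13, adjusted p = 0.0243), and the formin gene Inf2 (0.83 ± 0.18, adjusted p = 0.0278). Both missed the threshold when any library other than control replicate 1 was left out (adjusted p up to 0.127 and 0.104).

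No repeat family passed edgeR when adjusted over the 854 families tested (smallest adjusted p = 0.112). At an unadjusted p under 0.05, 171 families were higher. When genes and repeat families were adjusted together, 31 families were higher, and among the families of the authors' deposited table, 37 had an adjusted p under 0.05, all higher, of which 16 were past 2-fold. DESeq2 adjusted over families alone gave 8. The internal part of MERVL, a retrovirus active in the 2-cell embryo, was at 341 ± 39.1 CPM in control and 822 ± 292 CPM in Mdivi-1-treated ESCs (log2 fold change 1.27 ± 0.28, adjusted p = 0.112). Its long terminal repeat MT2_Mm had a value of 1.11 ± 0.23 and IAPEz-int, an endogenous retrovirus, of 0.75 ± 0.16, with the same adjusted p. By DESeq2, adjusted over genes and families together, these 3 passed (adjusted p = 0.000724, 0.00125 and 0.00201), and with the set of libraries as a covariate IAPEz-int passed (0.0356) and the others did not (0.0871 and 0.0685). These 3 families and no others were picked after their values were seen. Of all families, 90.9% had a positive log2 fold change (median 0.33), and the 3 treated values did not overlap the 3 control values in 40.6%, where chance gives 10%. Without Mdivi-1 replicate 3 MERVL-int was past the threshold, which made it the only such family in that fit.

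Markers of other cell types and signs of library quality also differed. The markers of macrophages were lower as a list (camera adjusted p = 0.00743, and adjusted p = 0.711 with an estimated correlation). Of the 34 tested, 1 fell (Cd52) and 1 rose (Csf1, a growth factor that other cells make); adjusted over the list alone 1 rose. This list was written after the study's enrichment terms for these samples had been read, so its direction is not independent evidence. Its median level was 5.15 and 7.96 CPM in control replicates 1 and 2, and 0.382 CPM in control replicate 3. In Mdivi-1 replicates 1, 2 and 3 it was 0.390, 0.465 and 1.66 CPM. Without control replicate 1 or control replicate 2 its camera result was lost (adjusted p up to 0.232). The number of lower members was 16 without control replicate 3, and 0 without control replicate 2, Mdivi-1 replicate 1 or Mdivi-1 replicate 2. Within the sets the median log2 fold change was 0.23 (lower share) and -3.57 (higher share). Genes of the interferon response had a median of -1.08 (camera adjusted p = 0.0479, and adjusted p = 0.760 with an estimated correlation), with 1 of 33 lower (Oas3) and 1 higher (Isg20), and the same numbers when adjusted over the list alone. The interferon result was lost without control replicate 1, control replicate 2 or Mdivi-1 replicate 3 (adjusted p up to 0.618), and without control replicate 3 the number of lower members was 18. Within the sets its median was -0.49 and -1.08. Cd52 missed the threshold without control replicate 2, control replicate 3, Mdivi-1 replicate 1 or Mdivi-1 replicate 2, and Isg20 without Mdivi-1 replicate 1 or Mdivi-1 replicate 2 (adjusted p up to 0.170 and 0.0623).

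Markers of fibroblasts, the feeder cells of the culture, had a median of 0.32 (camera adjusted p = 0.00743, and adjusted p = 0.711 with an estimated correlation), with 2 of 36 higher, Ccn1 and Pdgfra (2 when adjusted over the list alone). That result was lost without control replicate 1, control replicate 3 or Mdivi-1 replicate 3 (adjusted p up to 0.542), and Pdgfra missed the threshold without control replicate 2 (0.0505). With 1 library left out the median of the list was between 0.0018 and 0.53. Within the sets the fibroblast median was 0.90 (lower share) and 0.21 (higher share). None of the 13 mitochondrially encoded genes passed edgeR, DESeq2 or limma-voom, nor reached an unadjusted p under 0.05. Their median was 0.43 (camera adjusted p = 0.0158, and adjusted p = 0.711 with an estimated correlation), and it was 2.03 without control replicate 1, when 12 of 13 rose. The lowest median with 1 library left out was -0.03. The camera result was lost without control replicate 2 or control replicate 3 (adjusted p up to 0.270). Within the sets it was 1.30 (lower share) and -0.47 (higher share). Likewise none of the 76 ribosomal protein genes passed in any of these counts, with a median of -0.31 (camera adjusted p = 0.00476, and adjusted p = 0.760 with an estimated correlation), which was lost without control replicate 3, Mdivi-1 replicate 1 or Mdivi-1 replicate 2 (adjusted p up to 0.328). Within the sets their medians were 0.03 and -0.07. With an estimated correlation none of the 38 lists passed (smallest adjusted p = 0.158), and fry, which tests whether a list moves on balance, passed 12.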

Values the study reported

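The study reported 1,129 differentially expressed genes in Mdivi-1-treated ESCs, of which 647 were upregulated and 482 downregulated. It described no significant change in transposon expression with the treatment.
Its heat maps show fewer libraries per group than were deposited, and whether its counts rest on all deposited libraries is not stated.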

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

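The covariate for the set of libraries with a higher mitochondrial share and the other adjustments of repeat families were chosen only after the results had been seen. The genes called (1160) stayed within 1.5 times under DESeq2 size factors, library totals, both alternative library sizes and filters, DESeq2, limma-voom and removal of other cell types' markers. The genes shared with the main calls changed in the same direction in each of these. In the authors' deposited DESeq2 results 872 genes were higher and 508 lower at the same thresholds (1380). That is more than the number the study reported. A formal test against 2-fold called 205 genes up and 42 down (247). With no fold threshold 591 genes were lower, and 579 at 1.5-fold. Leaving out 1 library, or 1 of each group, gave 0 to 2853 calls (0 to 1400 up, 0 to 1453 down), and 0 to 7134 genes at an adjusted p under 0.05. The value of 0 came from edgeR without control replicate 2 and any Mdivi-1 library, where the overlap with the 2C list could not be computed. Fits with as few libraries that kept control replicate 2 called 589 to 2853 genes. The number of libraries alone therefore does not account for the 0. The controls left in the fits with 0 calls, replicates 1 and 3, were the least alike pair within a group (Spearman rho 0.962, chi-square per degree of freedom 141). Whether that accounts for the 0 was not tested. The labels do not state whether replicate numbers pair the samples. Deviations of same-numbered libraries from their group means correlated at 0.480, -0.340 and 0.334. For control replicate 1 and Mdivi-1 replicate 2 the value was 0.398, so these correlations cannot decide it. With the replicate block, 2532 genes had an adjusted p under 0.05 (1601 without it), and 3773 with the set as covariate; the cause was not tested.

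Of the 38 lists, 19 passed the preset camera test, 0 with an estimated correlation and 12 with fry. With an estimated correlation the core 2C (median 2.10), study 2C (0.30), pluripotency (-0.31), glycolysis (-1.25), HIF outside glycolysis (-1.15) and p53 (1.04) lists no longer passed. Their estimated correlations were 0.481, 0.00685, 0.093, 0.484, 0.282 and 0.0794, against the preset 0.01. The study 2C list lay below the preset value, yet its unadjusted camera p went from 5.75e-05 to 0.0124. The primed pluripotency list also lay below it (-0.0279), and its unadjusted camera p went from 1.16e-05 to 0.00928. A higher correlation does not account for the rise in either list. A miss with an estimated correlation is therefore not by itself a sign of genes that move together. For the other lists the cause was not tested. Pluripotency was also lost with fry (-0.31, adjusted p = 0.0504) and without control replicate 1 and Mdivi-1 replicate 3 (-0.16; medians -0.47 to -0.16 with libraries left out). With libraries left out the interferon median was -1.84 to -0.48, and the direction of camera turned without Mdivi-1 replicate 3 and control replicate 1 (-0.72) or control replicate 2 (-0.48). With all libraries kept, the interferon list missed the threshold with DESeq2 size factors (adjusted p = 0.0577), limma-voom (0.0731) and the strict filter (0.127). It also missed the threshold with protein-coding genes without Gm and Rik symbols (0.0582). So did the macrophage list with the strict filter (0.533; 14 members tested), mitochondrially encoded genes with the set as covariate (0.110) or DESeq2 (0.249; 10 tested), and ribosomal proteins with the set as covariate (0.620). The ribosomal protein median was -0.89 to 0.0631, and turned without control replicate 3 and Mdivi-1 replicate 1 (0.0577) or Mdivi-1 replicate 2 (0.0631). Dnm1l ranged from -0.12 to 0.44 with libraries left out, and passed without control replicate 1 and Mdivi-1 replicate 3. Repeat families past the threshold numbered 4 with no filter, 3 with the replicate block, 9 with the set as covariate, 37 with DESeq2, 8 with DESeq2 adjusted over families alone, 31 when adjusted with genes, and 0 to 286 with libraries left out. The median correlation within groups was 0.941 over all genes and 0.980 over filtered genes. Pseudocounts of 0.1 and 5 were not run because the values are counts. Of 134 named genes past the threshold, 65 stayed past it whichever library was left out. Zfp352 was below the filter at this depth, and what depth limits otherwise was not tested.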

Other observations

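The tests of mitochondrial transcripts and macrophage markers against the treatment, of macrophage markers against another cell type, and the tests of the 2C core genes and of the Zscan4 and Usp17l families were chosen only after the results had been seen. The measure of the macrophage test against the treatment and the condition of the near-identical copies test were changed once more after their first values, and with the conditions first written the treatment would have counted as excluded for the mitochondrial and macrophage parts (5.75% and 0.382 CPM) and near-identical copies as excluded for the 2C genes (1.17). Of 25 genes of cholesterol synthesis 7 fell (15 when adjusted over the list alone), with a median log2 fold change of -0.57 (camera adjusted p = 3.22e-09, and adjusted p = 0.180 with an estimated correlation). Insig1, a brake on sterol synthesis, fell by 0.92. Of 13 genes of fatty acid synthesis 3 fell (7 when adjusted over the list alone), Scd2 (690 ± 9.39 to 309 ± 36.8 CPM, SD, adjusted p = 0.00430), Scd1 (by 1.13) and Acly (by 0.68), with a list median of -0.52 (adjusted p = 9.78e-05, and adjusted p = 0.180 with an estimated correlation). The number of lower cholesterol genes was 13 without control replicate 1, 2 without control replicate 2 or Mdivi-1 replicate 2, 3 without Mdivi-1 replicate 1 and 4 without control replicate 3, and of fatty acid genes 1 without any library other than control replicate 1. Scd2 and Insig1 passed whichever library was left out, while Scd1 missed the threshold without any of the 6 libraries (adjusted p up to 0.119) and Acly without any but control replicate 1 (up to 0.139). Of 43 genes of the integrated stress response 14 fell and 1 rose (26 and 2 when adjusted over the list alone), with a median of -0.50 (adjusted p = 4.66e-09, and adjusted p = 0.180 with an estimated correlation). Those that fell included genes that make serine (Psat1) and proline (Aldh18a1, Pycr1) or import amino acids (Slc7a3), while Sesn2, also a p53 target, rose by 0.83. The number that fell was 23 without control replicate 1, 9 without control replicate 3, 4 without Mdivi-1 replicate 1, 5 without Mdivi-1 replicate 2 and 7 without control replicate 2. Psat1 missed the threshold without Mdivi-1 replicate 1 or 2, Pycr1 without Mdivi-1 replicate 1, and Sesn2 without control replicate 2 or Mdivi-1 replicate 1 or 2 (adjusted p up to 0.0639).

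Of 35 S phase genes 5 fell, Cdc6, Ubr7, Gins2, Pcna and Cdc45, each by less than 2-fold (15 lower when adjusted over the list alone; median -0.39, camera adjusted p = 2.48e-06, and adjusted p = 0.180 with an estimated correlation). None passed edgeR without control replicate 2 or without Mdivi-1 replicate 1 or 2, 1 without control replicate 3 or Mdivi-1 replicate 3, and 13 without control replicate 1; in the full data 16 were lower at an unadjusted p under 0.05, 13 by DESeq2 and 6 by limma-voom. Of 49 genes of G2 and M phase Psrc1 and Gtse1 rose, both also p53 targets (2 when adjusted over the list alone; camera adjusted p = 0.877). ERK feedback genes had a median of -0.36 (adjusted p = 0.0349, and adjusted p = 0.471 with an estimated correlation), with Spry4 and Ccnd1 lower and Phlda1 higher (4 and 1 when adjusted over the list alone), which was lost without control replicate 1, control replicate 2 or Mdivi-1 replicate 3 (adjusted p up to 0.101). The other lists did not pass camera. Trophoblast markers moved both ways (adjusted p = 0.211), with Ascl2, Krt18 and Krt8 lower and Krt7 and Tfap2c higher (6 and 3 when adjusted over the list alone). Endothelial markers Tek and Eng rose (2 and 1 lower over the list alone, adjusted p = 0.703), as did Pdgfra and Cubn of primitive endoderm (4 and 1 lower, adjusted p = 0.229), Nqo1 and Srxn1 of the NRF2 list (2, adjusted p = 0.459), Nqo1 of the aryl hydrocarbon receptor list (1, adjusted p = 0.289), Hspb8 of heat shock (1, adjusted p = 0.423), Fosl1 of the immediate early genes (2, adjusted p = 0.493) and Wnt3 of the Wnt list (2 and 1 lower, adjusted p = 0.370). Tubb3 of the germ layer markers fell (1, adjusted p = 0.873), as did Lonp1 of the mitochondrial chaperones (0 over the list alone, adjusted p = 0.443). Atg9b rose and Tfeb fell among lysosome and autophagy genes (1 and 1 over the list alone, adjusted p = 0.542). Of the genes of these lists, Psrc1, Ascl2, Tek, Nqo1, Wnt3 and Atg9b passed whichever library was left out, and the others did not (adjusted p up to 0.199). Srxn1 missed the threshold without any of the 6 libraries, Lonp1 without any but control replicate 1, Krt7 and Tfap2c without any but control replicate 3, and Cubn, Hspb8, Phlda1 and Ccnd1 without control replicate 2 or any Mdivi-1 library. Gtse1, Krt8, Eng, Fosl1 and Tfeb missed it without control replicate 2, Mdivi-1 replicate 1 or Mdivi-1 replicate 2 (Gtse1 also without control replicate 3), Krt18 without Mdivi-1 replicate 1 or 2, Tubb3 without any Mdivi-1 library, Spry4 without Mdivi-1 replicate 2 and Pdgfra without control replicate 2. No member passed edgeR for the unfolded protein response (adjusted p = 0.359), the nuclear respiratory chain, inflammation (0.877), germline genes (0.446) or histones (0.769), and over the list alone 3 germline genes were higher and 2 lower and 0 in the others. At an unadjusted p under 0.05 these lists had 7, 4, 3, 8 and 3 members, and DESeq2 called 1, 1, 2, 4 and 0, limma-voom 0. Without control replicate 3, 8 of 23 tested inflammation genes were lower (median -0.64, camera adjusted p = 0.000433), and without Mdivi-1 replicate 3, 1 was (-1.07, adjusted p = 0.162). Its median also turned negative without Mdivi-1 replicate 1 or 2. Without control replicate 1, 4 genes of the unfolded protein response were lower and 1 higher, 2 germline genes higher and 1 lower, and 1 histone gene higher. Without control replicate 3, 1 germline gene was lower, and without Mdivi-1 replicate 3, 1 histone gene was lower.

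The higher-share set (control 1, Mdivi-1 1 and Mdivi-1 2) had more mitochondrial and fewer ribosomal protein transcripts than the lower-share set. The log2 ratio of the sets rose with exonic length across genes in both groups (Spearman rho 0.253 and 0.242, over 14416 genes, which are not independent), which fits a bias by transcript length, though ribosomal genes (medians -0.79 and -0.86) lay below genes of like length (-0.14 and -0.15). Length argues against the mitochondrial part, whose median stood at the 98.5 percentile or above of nuclear genes of its length. The treatment stays open for that part, because 1 control library had the highest share (5.75%) and decides it alone.

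Splitting the 6 libraries by set called 612 genes, the highest of the 9 other splits and a sign of a structure among the samples, against 1160 in the real split. With 10 splits the share cannot fall under 0.05 (1 of the 10, the real split itself, gave 1160 or more).

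Macrophage markers were at a median of 5.15 and 7.96 CPM in control replicates 1 and 2, and the lysozyme gene Lyz2 was at 33.0 and 42.1 CPM there, but also at 22.7 CPM in Mdivi-1 replicate 3. Over the 34 members the log2 ratio of control 2 to control 1 had an SD of 0.554, against a median log2 ratio of control 2 to control 3 of 4.12, and all 6 abundant transcripts examined (Lyz2, C1qa, C1qb, C1qc, Ctss and Mpeg1) were higher in both libraries than in control replicate 3, which may reflect macrophages in these cultures, a hypothesis. Of the members 14 were at 1 CPM or more in the mean of control 3, Mdivi-1 1 and Mdivi-1 2, and 0 are on another list or the 2C list of the study. The treatment stays open too, because control replicate 3 alone (median 0.382 CPM) argues against it.

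The core 2C genes were higher within the lower-share set (median 1.43) as well as the higher-share set (2.19). In the lower-share set the treated library also had the larger mitochondrial share (2.92% against 0.983% and 1.21%), so that set cannot decide. In the higher-share set the control library had the largest share (5.75%). Its median argues against library differences that follow the share as the whole cause, but rests on that 1 control library. Reads that only change places within a family cannot raise its total. The totals over the 9 Zscan4 and 6 Usp17l members had log2 ratios of 2.56 and 2.29, with each Mdivi-1 library above each control library. These totals argue against a mere exchange of reads in these families. Reads that match several copies were not counted, so a shift between copies that differ in unique sequence could still change a total. Which of the copies rose stays open, as does the sharing of reads for the rest of the list. Outside the genes counted as multicopy 2 of 10 rose (Tmem92 and Duxf3, itself multicopy), with a median of 1.17, against 18 of 20 within them. Every Gm symbol was counted as multicopy, and others of the 10 may have copies too. This split therefore does not separate multicopy from single-copy genes.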
